A study of Mus musculus with 2 samples. Its data were reported in "Myelin regulatory factor (MYRF) is a critical early regulator of retinal pigment epithelial development" (2025).

How the data were processed

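Single-cell RNA sequencing was carried out on eye cups of mouse pups at postnatal day 0. There was 1 library per genotype, Myrf fl/fl (called control below) and Rx>cre Myrf fl/fl (called mutant), and each library was a pool of 3 eye cups. In fl/fl animals both copies of Myrf carry recognition sites for cre, a recombinase. The Rx>cre transgene makes cre in the early eye field, from which the retinal pigment epithelium (RPE) and the neural retina arise. Cornea, lens and optic nerve had been taken off before dissociation with papain, a protease. Groups followed the genotype that the labels give for each sample. Other ages in the study were not analysed here.

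The authors counted unique molecular identifiers (UMIs, tags that mark single captured transcripts) from 10x Genomics 3′ libraries with Cell Ranger, against the GRCm38 (mm10) mouse genome. The deposited matrices hold raw UMI counts per gene and barcode, with no normalization, for barcodes called as cells. The software version written in the matrix headers differs from the version in the study's methods, and the annotation used for counting is not stated. Gene symbols and identifiers came from the deposited feature lists. Gene positions came from GENCODE mouse release M21 on GRCm38, matched by identifier.

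Barcodes were kept with at least 200 genes and at most 15% of UMIs from mitochondrial genes, the limits the study states. The stated upper limit of 2000 UMIs for doublets was not the main setting, because 80.2% of control barcodes and 92.1% of mutant barcodes lay above it. Doublets (droplets with more than 1 cell) were called per library with Scrublet in scanpy 1.11.5. The expected rate was 0.8% per 1000 cells, which came to 11.4% for the control and 9.78% for the mutant. Scrublet's own threshold marked 0% of control and 5.48% of mutant barcodes. The plan was to use the expected rate only in a library where that threshold marked under 0.5% or over 20% of barcodes, which was true of the control alone. The expected rate was used in the mutant as well, so that both libraries were treated alike. This departed from the plan, was decided after these marks were seen, and its effect is given among the other settings. This removed 1682 barcodes (11.9%) from the control and 1230 (10.2%) from the mutant.

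Clustering used Seurat 5.3.0 in R 4.3.3, with log normalization, 2000 variable genes, anchor integration of the 2 libraries, 30 principal components and a Louvain resolution of 1. The genes of the study's lists, the sex-linked genes and the RPE and melanocyte markers, 93 genes in all, were kept out of the clustering, which left 1931 genes. A fall in any of these genes could therefore not by itself move a cell out of its class. Genes named by size of change or taken from other lists were not kept out unless they were among these. The deposited files used here held no cell annotation, so class names are rebuilt from lists of marker genes. A marker counted for a cluster if at least 10% of its cells held a UMI and its mean was at least 2 times that of the other clusters. A cluster took the name with the largest share of counted markers, given that at least 3 markers counted and no more were uncounted than counted. Clusters stayed unnamed if they were shallow, if markers of another class led among the 10 genes with the largest fold, or if at least 5 of those 10 genes also led a shallower cluster of another class. The markers were fixed in advance, while these limits were set with the clusters in view.

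UMIs were summed per library and class and divided by the class total and scaled to the same total to give CPM. Log2 ratios are mutant over control with 1 CPM added to each side. Their 95% intervals are exact conditional Poisson intervals of the plain ratio without the added CPM. Intervals of CPM are exact Poisson intervals and intervals of shares are exact Clopper-Pearson intervals. All of them cover counting error only, not the spread between animals or between libraries. A count of 0 was given an upper limit of 3 counts. With 1 library per genotype no test was possible, and no p-value, standard error or number of changed genes is given. Shares of cells with a given transcript were compared after each cell was thinned at random to 1000 UMIs, leaving out shallower cells. Cells counted as carrying S or G2/M genes if they held at least 2 UMIs of the respective list.

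Gene lists were taken from the study's text: disease (11 genes tied to retinal disease), lower by ontology (28), melanin (4), higher by ontology (8), BMP and TGFβ signalling (15), and early RPE transcription factors (5). The lists differ from the printed text in some members. Cdh2, printed among the melanin genes, was left out of the melanin and lower lists, and Dct, printed under another term, was counted as a melanin gene. The printed symbols Slc1l1, Acsk1 and Bmpt match no feature. The first 2 of them were read as Slc1a1 and Acsl6, and Bmpt was left out. The study chose these on the same libraries, so their directions here are not independent evidence. Further lists covered p53 targets, dissociation response, epithelial-mesenchymal transition, glycolysis and hypoxia, and neural retina. The medians of these lists were placed among 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean expression, among genes with at least 100 UMIs in both libraries together. Of the study's genes, Otx2, Rdh5, Ermn, Ezr, Sox10, Id1 and Id3 belong to more than 1 of the lists. Some genes of these lists enter the medians and counts but are not reported singly here. Besides the genes named by the study, the 10 genes with the highest and the 10 with the lowest log2 ratio in RPE-like cells are named. They needed at least 100 UMIs in the library where they were higher and, there, at least 2 times the CPM of all other cells. In each other class with at least 100 cells per library, the 3 genes with the largest absolute log2 ratio under the same rule are named.

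Markers, lists, naming rules for genes, comparisons and the first set of other settings were fixed before the data were examined. That set held upper limits of 2000 and 20000 UMIs per cell, a mitochondrial limit of 5%, a minimum of 1000 genes, no doublet removal, clustering without integration or with all 2000 variable genes, and resolutions of 0.5 and 2. A gate of at least 2 UMIs of RPE or pigment markers, TMM scaling in edgeR 4.0.16, means over cells, thinning before summing, subtraction of free RNA, 10 CPM added, and minimums of 20 and 300 UMIs per gene belonged to it too. Free RNA is RNA outside cells that enters all droplets. Its share in RPE-like cells was set from photoreceptor and ganglion cell markers at 10.8% in the control and 12.4% in the mutant. Scrublet's own threshold in the mutant library (the choice the plan had called for there), RPE-like cells over 8000 UMIs, other denominators for the RPE-like share, the split by sex-linked transcripts, and the lists with Cdh2 and without Slc1a1, Acsl6 and, for melanin, Dct were run as further settings after the data were seen.

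The raw matrices held 79017429 UMIs over 14305 barcodes in the control and 76272867 UMIs over 12222 barcodes in the mutant, for 31053 features. Precision was set by the class totals. RPE-like cells gave 3209212 and 2287540 UMIs, and melanocyte-like cells gave 563052 and 329990 UMIs. The ratio and interval steps were tested on simulated counts for the 6494 genes measured in RPE-like cells, 200 of them changed by known folds. The direction came out right for 100% of the changed genes, 95.8% of counting intervals held the true ratio, and an unchanged list fell at percentile 54.8. Statistics were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Ligand-receptor, regulon and pseudotime methods of the study were not used here.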

Results

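Single-cell transcript counts were collected from pooled eye cups of newborn mice (postnatal day 0), 1 library from 3 Myrf fl/fl eye cups (control) and 1 library from 3 Rx>cre Myrf fl/fl eye cups (mutant). Myrf encodes a membrane-bound transcription factor, and Rx>cre deletes it in the early eye field. Neither genotype had a replicate library, so all differences given here lie between 2 libraries and have no replicate check. The control matrix held 14305 barcodes with 79017429 UMIs and a median of 4201 UMIs and 1915 genes per barcode. The mutant matrix held 12222 barcodes with 76272867 UMIs and a median of 4952 UMIs and 2179 genes. Median mitochondrial shares were 3.88% in the control and 3.33% in the mutant. After removal of barcodes with few genes or a high mitochondrial share and of called doublets, 12449 control cells and 10797 mutant cells were kept, with medians of 4274 and 4820 UMIs.

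Unsupervised clustering of both libraries together gave 37 clusters, and the clusters that could be named fell into 14 classes. RPE-like cells formed 1 cluster of 486 control cells and 195 mutant cells, named from 7 of 10 listed markers, all of which were kept out of the clustering. Melanocyte-like cells, which make pigment but arise from the neural crest rather than the eye field, formed a separate cluster of 30 control cells and 18 mutant cells. The other classes were retinal progenitor-like, neurogenic-like, photoreceptor-like and amacrine-like cells of the neural retina, and mesenchyme or pericyte-like, endothelial-like, blood, surface epithelium, muscle, astrocyte and glia-like cells. The 8 unnamed clusters held 19.6% of control cells and 9.77% of mutant cells. The largest of them had a median of 1031 UMIs and led with progenitor genes, and it held 7.26% of control cells and 2.75% of mutant cells. A cluster led by collagen genes (Col1a1, Lum, Col12a1) held 4.86% of control cells and 0.259% of mutant cells. A cluster led by crystallin genes of the lens held 68 control cells (0.546%) and 0 mutant cells, where up to 0.0278% remains possible. A cluster with markers of photoreceptors and the leading genes of a shallower amacrine-like cluster, kept out of the photoreceptor-like class by a limit set after the clusters were seen, held 0.860% of control cells and 0.954% of mutant cells.

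The deleted gene was examined first. Myrf (ENSMUSG00000036098, chromosome 19, positions 10208272 to 10240748 on GRCm38) had 744 UMIs in control RPE-like cells, or 232 CPM (95% interval from 215 to 249). In mutant RPE-like cells it had 61 UMIs, or 26.7 CPM (from 20.4 to 34.3). The control level was 8.69-fold the mutant level, a log2 ratio of -3.07 (from -3.52 to -2.74). The library labelled as mutant was thus the library with less Myrf in this class. Under the setting that moved this ratio most, an upper limit of 2000 UMIs per cell, it was -7.11 with no Myrf UMI left in the mutant class. After thinning to 1000 UMIs, 58 of 386 control RPE-like cells (15.03%, from 11.6% to 19.0%) and 3 of 170 mutant RPE-like cells (1.76%, from 0.365% to 5.07%) held a Myrf UMI. Thinning left out 100 shallower control cells and 25 mutant cells, and the unthinned shares were 40.7% and 21.5%. As background, thinned retinal progenitor-like cells held a Myrf UMI in 0.194% of control cells and 0.127% of mutant cells, at unthinned medians of 4534 and 4748 UMIs. The corresponding medians of RPE-like cells were 2507 UMIs in the control and 10451 UMIs in the mutant. UMIs were counted at transcript ends, so transcripts that lack an internal exon would be counted as well.

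The first comparison asked whether RPE cells were fewer in mutant eye cups. RPE-like cells made up 3.90% of 12449 kept control cells (95% interval from 3.57% to 4.26%) and 1.81% of 10797 kept mutant cells (from 1.56% to 2.08%). The control share was 2.16-fold the mutant share, and the intervals, which cover counting error only, did not overlap. The log2 ratio of the shares was -1.11, and the alternatives that moved it most were the splits by sex-linked transcripts. It was -3.15 among cells with Xist and no Y-linked UMI, and 0.24 among cells with Y-linked UMIs and no Xist. The difference lay mainly in cells of low depth. Of the kept cells, RPE-like cells with up to 4000 UMIs made up 2.35% in the control and 0.565% in the mutant. RPE-like cells over 8000 UMIs made up 1.20% (from 1.02% to 1.41%) and 1.02% (from 0.838% to 1.23%), with overlapping intervals. Among RPE-like cells and the other named classes outside the neural retina, the share of RPE-like cells was 16.8% of 2892 control cells and 13.0% of 1502 mutant cells. The unnamed cluster led by collagen genes (605 control and 28 mutant cells) was not in this denominator. Including it would lower the control share more than the mutant share. Among RPE-like and neural retina cells the share of RPE-like cells was 6.39% of 7607 control cells and 2.31% of 8435 mutant cells.

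**Figure D1:**
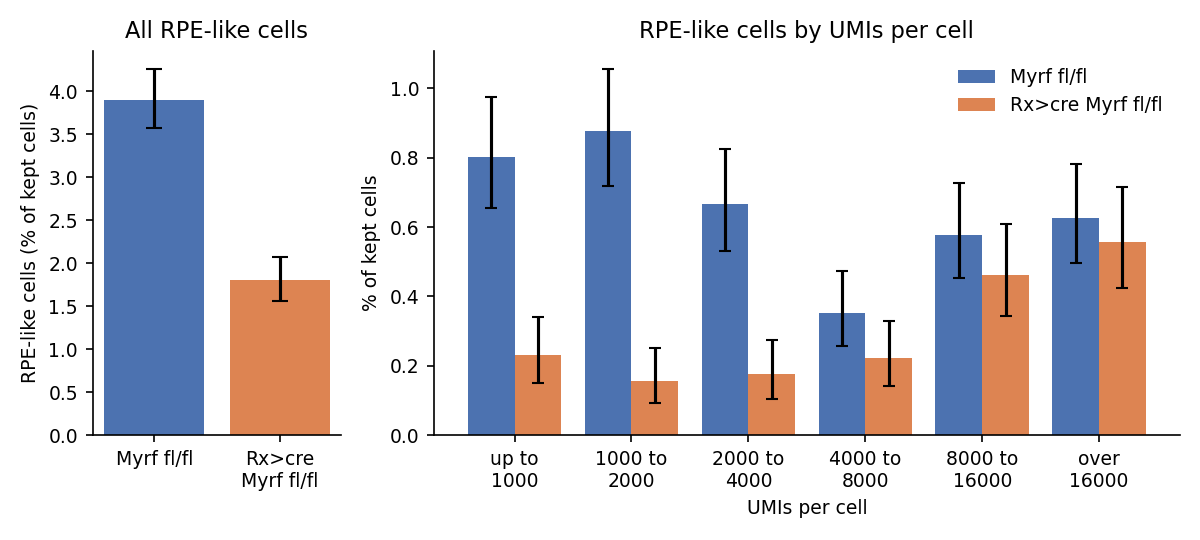
Left, RPE-like cells as percent of kept cells in each library (bars), with exact 95% binomial intervals (lines), 3.90% in the control and 1.81% in the mutant. Right, the same cells by UMIs per cell as percent of all kept cells: the libraries differ most among shallow cells and their intervals overlap over 8000 UMIs.

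Shares of the other classes differed as well. The 4 neural retina classes together made up 57.2% of control cells and 76.3% of mutant cells. Retinal progenitor-like cells alone made up 33.4% (from 32.5% to 34.2%) and 44.0% (from 43.1% to 44.9%). Neurogenic-like cells rose from 9.97% to 13.3%, photoreceptor-like cells from 9.64% to 12.3% and amacrine-like cells from 4.23% to 6.68%. Mesenchyme or pericyte-like cells made up 10.4% of control cells and 7.37% of mutant cells. Endothelial-like cells, which descend from outside the eye field, made up 3.41% (from 3.09% to 3.74%) and 1.54% (from 1.31% to 1.79%), a control share 2.22-fold the mutant share. White blood-like cells made up 2.10% and 0.639%, and melanocyte-like cells 0.241% (from 0.163% to 0.344%) and 0.167% (from 0.0988% to 0.263%), the latter with overlapping intervals. With RPE-like cells left out of the denominators, endothelial-like cells still made up 3.54% of 11963 control cells and 1.57% of 10602 mutant cells. Cells with up to 2000 UMIs, of any class, made up 16.6% of control cells and 6.42% of mutant cells.

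Genes that the study named were then compared in RPE-like cells. They came to 64 genes besides Myrf. The counting interval lay apart from 0 for 54 of these 64 genes, of which 43 were lower and 11 higher in the mutant. Of the 54 genes, 47 kept their sign under each of the 16 alternative settings run for single genes, and 7 changed sign under at least 1 of them. Tmem98 (chromosome 11, positions 80810175 to 80822033), a binding partner of MYRF, fell from 533 to 156 CPM, a log2 ratio of -1.77 (from -1.94 to -1.61). Ermn (chromosome 2, positions 58045113 to 58052864), a gene of the apical cytoskeleton, had 604 UMIs in the control and 104 in the mutant, a log2 ratio of -2.03 (from -2.36 to -1.75). Upk3b (chromosome 5, positions 136038496 to 136046487), a uroplakin gene, had 1073 and 7 UMIs, 109-fold more CPM in the control (log2 ratio -6.37, from -8.09 to -5.72). After thinning, Upk3b was found in 23.1% of control RPE-like cells and in 0 of 170 mutant cells, which allows a share of up to 1.76%. Unthinned, it was found in 44.0% and 1.03%, and thinned retinal progenitor-like cells held it in 0.0484% of control cells and in 0 of 4737 mutant cells. Ezr differed less, by -0.30 (from -0.39 to -0.22).

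The 11 genes tied to retinal disease were all lower in mutant RPE-like cells. Their median log2 ratio was -1.20, with single values from -7.25 to -0.53. Each of the 10000 random lists matched on expression had a higher median, and 95% of these medians lay from -0.16 to 0.34. Rgr showed the largest ratio of the list, with 3686 UMIs in the control and 15 in the mutant, a 175-fold difference in CPM. Slc16a8 was at -1.60 and Cdh3 at -1.55. The median of this list moved most at a mitochondrial limit of 5%, to -1.51. Counts of Ctsd and Rdh5 are uncertain to the extent that genes on the same strand overlap them. The 28 genes lower by gene ontology had a median of -1.30 (random lists from -0.07 to 0.24), and 27 of them were lower, Mgp being the exception at 0.21 (from -0.07 to 0.50). Cdh2, which the list used here lacks, was at 0.12 (from -0.22 to 0.46). The levels of Lum, Fbln2 and Mgp in RPE-like cells lay below their levels over all other cells in both libraries, so part of their UMIs can be free RNA. The 4 melanin genes Pmel, Slc24a5, Tyrp1 and Dct were lower by smaller amounts, with ratios of -0.39, -0.75, -0.51 and -0.38 and a list median of -0.45. This median changed sign, to 0.10, under the limit of 2000 UMIs per cell. In the 6 other classes of at least 100 cells per library, the median of the melanin genes measured there was also below 0. It was -0.62 in retinal progenitor-like, -0.77 in neurogenic-like, -0.89 in photoreceptor-like, -0.59 in amacrine-like, -0.20 in mesenchyme or pericyte-like and -3.10 in endothelial-like cells. The medians of the list lower by ontology in these classes ran from -0.40 in photoreceptor-like to 0.02 in endothelial-like cells. Those of the disease list, which had too few genes in amacrine-like cells, ran from -0.26 in retinal progenitor-like to 0.16 in mesenchyme or pericyte-like cells.

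**Figure D2:**
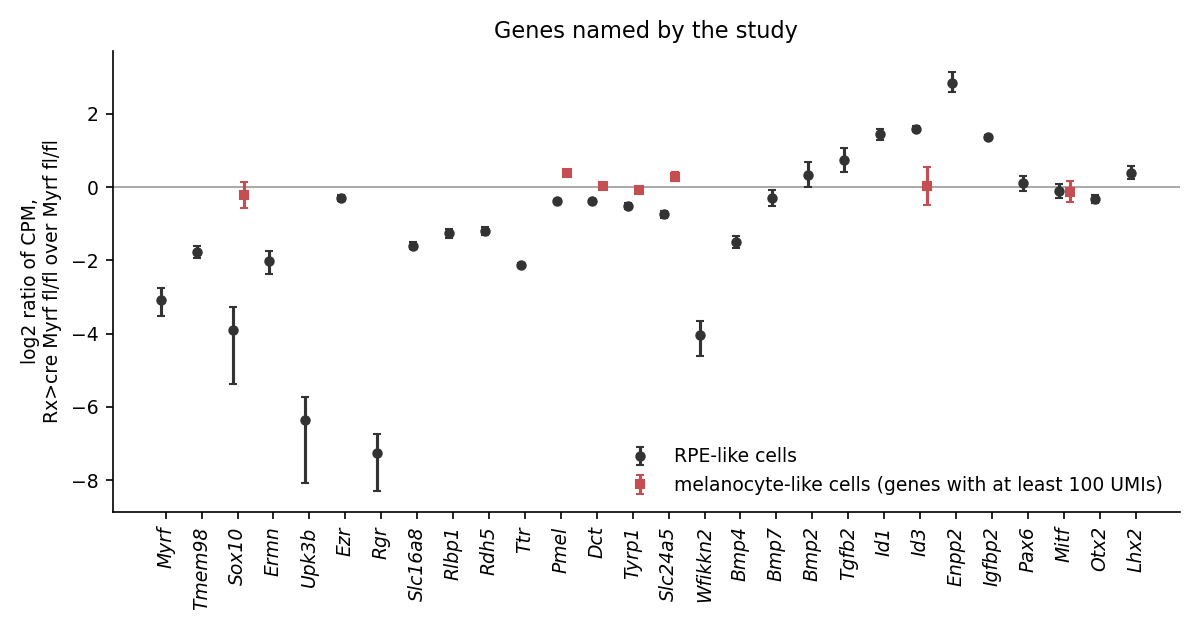
Log2 ratio of CPM, mutant over control (vertical axis), for 28 of the genes named by the study (horizontal axis), in RPE-like cells (circles) and, for genes with at least 100 UMIs there, in melanocyte-like cells (squares). Lines are 95% counting intervals of the plain ratio; Pmel is -0.39 in RPE-like cells and 0.37 in melanocyte-like cells.

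Sox10 (chromosome 15, positions 79154908 to 79165240) was compared between RPE-like and melanocyte-like cells, since transcripts of this transcription factor were found in both. In RPE-like cells it had 235 UMIs (73.2 CPM) in the control and 9 UMIs (3.93 CPM) in the mutant, a log2 ratio of -3.91 (from -5.36 to -3.27). After thinning it was found in 7.77% of control RPE-like cells and in 0 of 170 mutant cells, which allows up to 1.76%. The unthinned shares were 27.0% and 3.08%, and the thinned background in retinal progenitor-like cells was 0.0484% in the control and 0 of 4737 cells in the mutant. The mutant level of 3.93 CPM lay close to the 3.63 CPM found over all other mutant cells. In melanocyte-like cells Sox10 had 212 UMIs in the control and 107 in the mutant, a log2 ratio of -0.21 (from -0.56 to 0.13) whose interval includes 0. The melanin genes, measured in the same melanocyte-like cells, gave a median of 0.16. Of these genes, Pmel was higher in the mutant by 0.37 (from 0.33 to 0.42) and Slc24a5 by 0.29 (from 0.16 to 0.41), and the intervals of Dct (0.04) and Tyrp1 (-0.08) included 0.

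Members of the BMP and TGFβ pathway, which the study examined as a set, moved in both directions in RPE-like cells. The 12 measured genes of the list had a median of -0.02 at percentile 29.98 of the random lists, 6 lower and 6 higher by sign alone. The list mixes an inhibitor, ligands and targets, which need not move together. Its median therefore does not tell whether signalling rose or fell. Wfikkn2 (chromosome 11, positions 94235956 to 94246005), an inhibitor of the pathway, had 966 UMIs in the control and 40 in the mutant. This was a 17.2-fold difference in CPM and a log2 ratio of -4.03 (from -4.60 to -3.65). After thinning it was found in 19.4% and 1.18% of RPE-like cells (42.4% and 16.9% unthinned), against 0.121% and 0.0633% of progenitor-like cells. Id3 (chromosome 4, positions 136143497 to 136145755), a target of BMP signalling, rose from 757 to 2281 CPM, 3.01-fold, a log2 ratio of 1.59 (from 1.52 to 1.66). It was found in 38.3% and 79.4% of thinned RPE-like cells (58.0% and 88.7% unthinned), against 3.76% and 3.59% of thinned photoreceptor-like cells, which largely lack it. Retinal progenitor-like cells held it in 43.8% and 41.2% and mesenchyme or pericyte-like cells in 48.1% and 47.3%, all above the control RPE-like share. Id1 rose by 1.44 (from 1.30 to 1.59), Smad6 by 0.94 (from 0.54 to 1.41) and Smad9, with 5 and 30 UMIs, by 2.46 (from 1.69 to 4.80). Bmp4 differed by -1.49 (from -1.66 to -1.34). For Bmp2 (0.34, from -0.01 to 0.69), Smad1, Smad4, Smad5, Tgif2 and Id2 the intervals included 0, so no difference was detectable at this depth.

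Tgfb2 (chromosome 1, positions 186622792 to 186705989) had 142 UMIs in control RPE-like cells and 169 in mutant RPE-like cells, 44.2 and 73.9 CPM. The log2 ratio was 0.73 (from 0.41 to 1.07). With each cell thinned to 1000 UMIs before summing it was -0.25. A Tgfb2 UMI was found in 4.40% of thinned control RPE-like cells (from 2.59% to 6.96%) and in 4.12% of mutant cells (from 1.67% to 8.30%). The unthinned shares were 16.5% and 45.1%, at the different median depths given above for this class. The thinned shares were 1.11% and 1.45% in photoreceptor-like cells and 12.3% and 14.2% in retinal progenitor-like cells. Levels over all other cells, 89.97 CPM in the control and 109 CPM in the mutant, were above those of RPE-like cells. Gdf11 (-0.53) and Bmp7 (-0.30) likewise changed sign under some settings.

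Early transcription factors of RPE specification were compared to see whether they depended on Myrf. Pax6 (0.10, from -0.11 to 0.31) and Mitf (-0.10, from -0.30 to 0.10) had intervals that included 0. Otx2 was lower by a ratio of -0.33 (from -0.43 to -0.23) and Lhx2 higher by 0.38 (from 0.21 to 0.56). The 4 measured genes of this list had a median of 0.00 at percentile 43.1. The list of genes higher by gene ontology had a median of 1.44 over 7 measured genes of the 8 listed, above all random lists (95% from -0.21 to 0.38). The largest was Enpp2 at 2.83 (from 2.58 to 3.15), followed by Id3 at 1.59, Ctgf (now called Ccn2) at 1.55, Id1 at 1.44 and Igfbp2 at 1.37. Fgf15, with 28 and 52 UMIs, was at 1.29 (from 0.69 to 2.10), and its levels in RPE-like cells were below those over all other cells. Ptn was lower at -0.36 (from -0.67 to -0.06), against the direction of its list, and its level over all other cells (567 CPM in the control) exceeded that in RPE-like cells (78.2 CPM).

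Under the fixed rule of size, the genes lowest in mutant RPE-like cells were, after Rgr and Upk3b, A930028N01Rik, Serpine3, Htr3a, Gjb1, Upk1b, Rasgrp3, Ppp1r16b and Fxyd3. Serpine3 had 190 UMIs in the control and 0 in the mutant and was at least 45.1-fold lower. Gjb1, with 162 and 0 UMIs, was at least 38.5-fold lower. Htr3a had 466 and 4 UMIs, an 83.0-fold difference, and Upk1b had 455 and 6 UMIs, a 54.1-fold difference. Rasgrp3 had 546 and 10 UMIs, a 38.9-fold difference, and differed by -0.68 in melanocyte-like cells. A930028N01Rik had 460 and 2 UMIs, with an interval of the log2 ratio from -10.41 to -5.50. Ppp1r16b had 137 and 2 UMIs (from -8.67 to -3.73), and Fxyd3 had 154 and 3 UMIs (from -7.49 to -3.62). The highest were Lypd2, with 43 and 244 UMIs (7.96-fold higher in the mutant), Enpp2 (7.27-fold), Npr3 (6.14-fold), Kcne2 (6.15-fold), Pcp2 (5.30-fold) and Lmo1, with 308 and 1050 UMIs (4.78-fold). They were followed by Slc16a12 (4.84-fold), Pde1a (4.54-fold), Phactr3 (3.93-fold) and Podn (3.82-fold), of which Podn overlaps another gene on its strand.

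The remaining lists were summarised in RPE-like cells. The dissociation list had a median of 0.42 over 11 measured genes (percentile 99.98), and its medians in 6 other classes ran from -0.23 to 0.14. The glycolysis and hypoxia list had a median of 0.52 over 11 genes, above all random lists. Its medians were 0.54 in retinal progenitor-like, 0.50 in neurogenic-like, 0.27 in amacrine-like, 0.26 in photoreceptor-like, 0.11 in mesenchyme or pericyte-like and 0.01 in endothelial-like cells. The list of epithelial-mesenchymal transition had a median of -0.32 over 6 genes (percentile 2.66). In other classes the medians of this list were -0.47 in amacrine-like, -0.19 in retinal progenitor-like, -0.16 in neurogenic-like and -0.11 in photoreceptor-like cells. They were -0.09 in endothelial-like and 0.08 in mesenchyme or pericyte-like cells, so the fall was not specific to RPE-like cells. The p53 targets (0.18 over 5 genes, percentile 83.1) and neural retina genes (0.04 over 4 genes, percentile 50.6) lay within the range of random lists.

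To ask whether other classes differed between the libraries by as much, each of 7 classes was thinned to the same 1849524 UMIs per library. The SD over genes of the log2 ratio was 0.58 in RPE-like cells, where counting alone gave 0.19. It was 0.38 in endothelial-like cells, 0.33 in photoreceptor-like, 0.32 in amacrine-like, 0.31 in neurogenic-like, and 0.29 in mesenchyme or pericyte-like and in retinal progenitor-like cells. Ratios beyond 1 in either direction made up 5.20% of genes in RPE-like cells and from 0.264% to 0.926% in the other 6 classes. With a minimum of 300 UMIs per gene the SD in RPE-like cells was 0.57, and the largest move among the other classes was in photoreceptor-like cells, to 0.20.

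**Figure D3:**
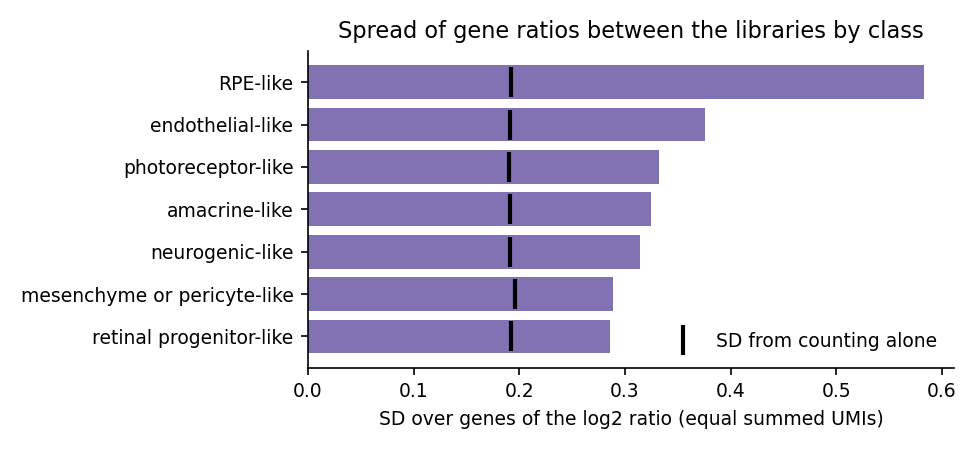
SD over genes of the log2 ratio, mutant over control (horizontal axis), for 7 classes thinned to the same summed UMIs (vertical axis). Bars are the measured SD and black marks the SD that counting alone gives; RPE-like cells reach 0.58 and the other classes lie between 0.29 and 0.38.

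Named genes of the other classes followed the same rule. In endothelial-like cells, Ccl21a (ENSMUSG00000094686) had 414 control and 0 mutant UMIs (at least 76.0-fold lower). Ccl5 had 0 and 200 UMIs (at least 121-fold higher), and Nts had 342 and 2 UMIs (log2 interval from -9.61 to -4.69). How many cells carried the UMIs of these genes was not examined, so the folds do not show a change across the class. Ccl21a belongs to a family of near-identical copies, so its UMIs are uncertain. In retinal progenitor-like cells, Gm14091 had 162 and 5 UMIs, Gm21887 on the X chromosome 156 and 24, and Eno1b, whose sequence resembles Eno1, 168 and 39. In mesenchyme or pericyte-like cells, log2 ratios were -2.21 for Cxcl13, -1.75 for Ccl11 and 1.60 for Tekt2. Amacrine-like cells gave 1.45 for Zfhx4, -1.29 for Pou3f3 and 1.18 for Zfhx3. Photoreceptor-like cells gave -1.54 for Guca1a, -1.45 for Cdk5rap1 and 1.31 for Rab6b, and neurogenic-like cells 0.88 for Hmga1, 0.88 for Chga and 0.81 for Notum.

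Cell cycle genes were compared because the study asked whether RPE cells divide less in the mutant. After thinning, S genes were found in 17.9% of control RPE-like cells (from 14.2% to 22.1%) and 12.4% of mutant cells (from 7.81% to 18.3%), with overlapping intervals. G2/M genes were found in 55.2% of control cells (from 50.1% to 60.2%) and 40.0% of mutant cells (from 32.6% to 47.8%). Without thinning the order was the opposite, 59.7% and 75.4% for S genes and 87.4% and 94.4% for G2/M genes, as the depths of the class differ. In thinned retinal progenitor-like cells, which divide, S genes were found in 77.5% and 83.6% and G2/M genes in 91.1% and 93.0% of cells. All these shares count cells with at least 2 UMIs of a list and assign no phase to a cell. The study, which did assign phases, reported similar shares of each phase in both genotypes.

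Sex-linked transcripts were measured because the sexes of the pooled eye cups are not given in the labels. Xist is expressed from the inactive X chromosome of female cells. Over all kept cells it was at 157 CPM in the control and 1669 CPM in the mutant, a log2 ratio of 3.41 (from 3.39 to 3.44). Tsix, the antisense partner of Xist, was at 1.71 and 20.9 CPM. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 181 and 56.6 CPM, a log2 ratio of -1.66 (from -1.73 to -1.62). The single levels were 47.6 and 16.0 CPM for Ddx3y, 92.2 and 25.4 for Eif2s3y, 18.3 and 6.84 for Kdm5d, and 22.6 and 8.36 for Uty. The ratio of Xist moved most under the limit of 2000 UMIs per cell, to 4.83. After thinning, Xist was found in 5.68% of control and 63.5% of mutant cells, and a Y-linked UMI in 18.7% and 4.87%. Thinning left out 844 control cells and 304 mutant cells. The unthinned shares were 9.18% and 74.5% for Xist and 53.5% and 18.0% for the Y-linked genes.

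The sex mix also differed between classes of the same library. Among control cells with either Xist or Y-linked UMIs but not both, 3.68% of 4317 neural retina cells carried Xist (from 3.14% to 4.29%). In the other named classes outside the neural retina and RPE it was 29.4% of 1613 cells (from 27.2% to 31.7%), and in RPE-like cells 38.8% of 206 cells. In the mutant library these shares were 85.0% of 7203 neural retina cells, 71.8% of 996 other cells and 68.8% of 112 RPE-like cells. The difference between neural retina and other cells held among cells with at least 5000 UMIs, at 3.26% and 29.8% in the control and at 81.6% and 70.8% in the mutant. RPE-like cells made up 9.01% of 888 control cells and 1.01% of 7611 mutant cells with Xist alone. They made up 1.97% of 6401 control cells and 2.32% of 1507 mutant cells with Y-linked UMIs alone, where the interval of the log2 ratio ran from -0.31 to 0.75. Within RPE-like cells the ratio of Myrf was -3.13 among cells with Xist alone and -2.69 among cells with Y-linked UMIs alone. The list of genes lower by ontology had medians of -1.40 and -1.64 in these cells, and the disease list -1.41 and -1.22.

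**Figure D4:**
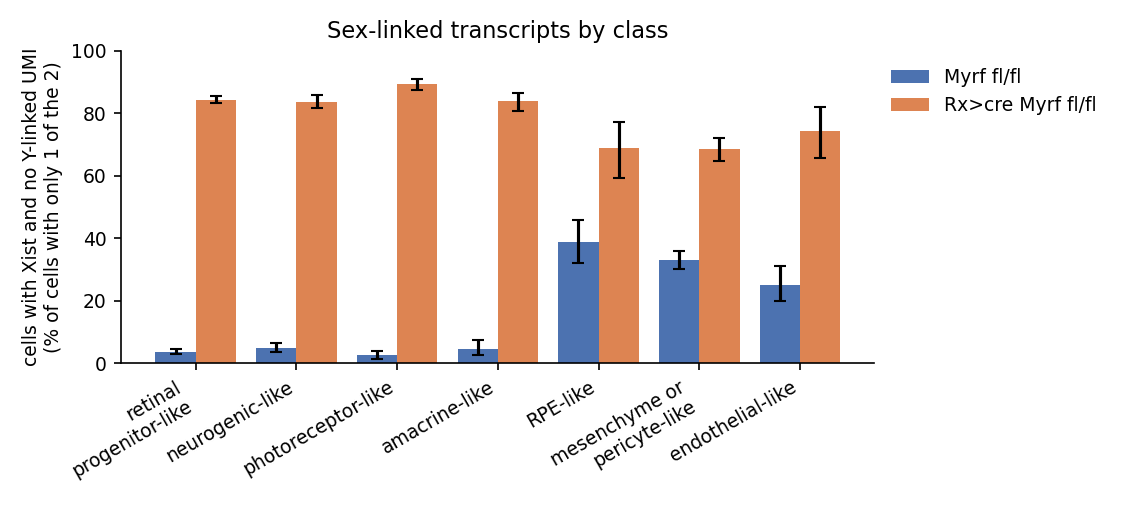
Share of cells with Xist and no Y-linked UMI, in percent of cells with only 1 of the 2 kinds of transcript (vertical axis), for 7 classes in each library (bars) with exact 95% binomial intervals (lines). In the control the neural retina classes lie between 2.46% and 4.82%, below the RPE-like class at 38.8%.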

Values the study reported

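For the age analysed here, the study reported 14305 cells from the wild-type pool and 12222 cells from the mutant pool, with medians of 1915 and 2179 genes per cell. It reported that RPE cells made up 5% of cells in the wild type and 3% in the mutant at this age. Within the RPE cluster the study gave adjusted p-values of 1.36E-16 for a decrease of Wfikkn2, 5.53E-10 for an increase of Tgfb2 and 1.43E-37 for an increase of Id3.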

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

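Apart from the comparison with the melanin genes of melanocyte-like cells and the Xist level over all cells, the tests in this part were chosen only after the results were seen. They are the use of the mean over cells (itself a setting fixed earlier) for this question, the removal of single cells, the search for RPE transcripts in melanocyte-like droplets, the cells over 8000 UMIs and the split by sex-linked transcripts.

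Some genes moved in opposite directions in the 2 pigmented classes. In RPE-like cells Pmel, Slc24a5, Ttr and Bmp7 were lower in the mutant, by log2 ratios of -0.39, -0.75, -2.12 and -0.30. In melanocyte-like cells the same genes were higher in the mutant, by 0.37, 0.29, 1.27 and 2.78. The difference between the classes was not tested, since each genotype had 1 library. A shift of the whole library would lower pigment genes in both classes, and the median of 0.16 over the 4 melanin genes in the 30 and 18 melanocyte-like cells argues against that as the whole cause. The medians of the melanin genes measured were below 0 in the 6 other classes as well, from -3.10 to -0.20. Those classes are not pigmented, and the source of their pigment transcripts was not tested. If a few deep melanocyte-like cells carried the rise of Pmel, it would go when each cell weighs the same, yet the ratio of the mean over cells was 0.40. The rise of Slc24a5 is less certain, as it was 0.09 with each cell thinned before summing.

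For Ttr and Bmp7, RPE cells caught in melanocyte-like droplets would bring other abundant RPE transcripts along. The UMIs of Col8a1, Rdh5, Slc16a8 and Rlbp1 in mutant melanocyte-like cells came to 3, which is 2.27% (from 0.467% to 6.62%) of the number their Ttr would require. This argues against whole RPE cells as the source. A single cell may explain Ttr, since 36 of its 47 UMIs lay in 1 of 18 mutant cells, and without that cell the ratio was -0.74 (from -1.89 to 0.26). Without the mutant cell richest in it, Bmp7 stayed at 2.38 (from 0.63 to 5.08), although it rests on 3 control and 14 mutant UMIs. What stays open for Pmel, Slc24a5 and Bmp7 is the different makeup of the pools, including their sexes, where the Xist ratio of 3.41 shows a difference, and a difference between genotypes that reaches melanocytes. Neither was tested for these genes in 30 and 18 cells.

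The RPE-like share differed between genotypes among cells with Xist alone (log2 ratio -3.15, from -3.59 to -2.72) and not in the same direction among cells with Y-linked UMIs alone (0.24, from -0.31 to 0.75). The interval of the latter includes 0, and the difference between these groups of cells was not tested. Depth does not account for it by itself, since among cells with at least 5000 UMIs the ratios were -2.15 and 0.27. In the control library Xist-bearing cells were few in the neural retina (3.68%) and more frequent in other tissue (29.4%). If the eye cups of the 2 sexes gave different mixes of neural retina and other tissue, both ratios would part in this way, and the value of 0.24 in 1 kind of cell is consistent with that. A difference between male and female animals in the loss of RPE cells stays open and was not tested, because the sexes of single eye cups are not known and each pool held 3.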

How the results depend on the processing

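RPE-like cells over 8000 UMIs, other denominators, the splits by sex-linked transcripts and the lists as printed were chosen only after the results were seen. Scrublet's own threshold in the mutant library was the original plan, and it was set aside for the expected rate after its marks were seen. No paired analysis was possible because each genotype had 1 library and no result came from a test.

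The main values and their alternatives gave 145 values within the interval of the main value, 53 outside it, and 2 that changed sign where the main interval lay apart from 0. For single genes and the remaining lists these were 911, 228 and 10. Where the main interval includes 0, changes of sign are not counted, and several occurred (the BMP and TGFβ list ran from -0.15 to 0.10 and the early factors from -0.13 to 0.41). Across the 10 planned settings for the RPE-like share, from -1.53 to -0.74 on the log2 scale, the mutant share was lower with intervals apart. The median ratio over all genes was 0.20 (407 genes) under the limit of 2000 UMIs, and within 0.04 of 0 elsewhere. Myrf, Sox10, Upk3b, Wfikkn2 and Id3 kept their direction under all settings run for them. In melanocyte-like cells Pmel stayed between 0.32 and 0.49 in 10 settings, while Slc24a5 ran from 0.09 to 0.29, the lowest with thinning before summing and below its counting interval.

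With at most 2000 UMIs per cell, the RPE-like shares were 10.1% and 6.06% and their log2 ratio was -0.74. Myrf was at -7.11, where 0 mutant UMIs make the added CPM decide the value. The list lower by ontology was at -0.48 and the melanin list at 0.10, with Pmel at 0.25, Dct at 0.25, Gdf11 at 1.09 and Bmp7 at 0.50 (all reversed except the first list). Relative to the median over all genes of 0.20, Pmel and Dct lie near 0. Xist was at 4.83 and the Y-linked sum at -1.14. This setting leaves 209 control and 42 mutant RPE-like cells, no melanocyte-like cell, and too few genes for the lists higher by ontology, BMP and TGFβ, and early factors.

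With at most 20000 UMIs per cell, the mutant share was 1.43%, the log2 ratio of shares -1.36, Myrf -2.70, the disease list -1.34, the list lower by ontology -1.56 and Xist 3.51. With at most 5% mitochondrial UMIs, the shares were 2.90% and 1.00%, their log2 ratio -1.53 and Myrf -3.62. Ptn turned to 0.52. The lists were at -1.51 (disease), -1.57 (lower by ontology), -0.76 (melanin), 1.55 (higher by ontology), -0.15 (BMP and TGFβ) and 0.41 (early factors). With at least 1000 genes the shares were 2.86% and 1.498%, as shallow cells were left out by construction.

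Without doublet removal the mutant share was 2.29%, the log2 ratio of shares -0.87, the melanin list -0.52 and Fgf15 -0.051 (reversed). With Scrublet's own threshold in the mutant library, the log2 ratio of shares was -0.94 with intervals apart, the melanin list was at -0.51 and Ptn at 0.024 (reversed). Among RPE-like cells over 8000 UMIs, the shares were 1.20% and 1.02%, with overlapping intervals and a log2 ratio of -0.24, and the melanin list was at -0.53. Means over cells gave -0.24 for the melanin list and 0.060 for Bmp7 (reversed). Thinning before summing gave -0.99 (disease), -1.09 (lower by ontology) and -0.25 (melanin), with Gdf11 at 0.71 and Tgfb2 at -0.25 (both reversed). With the list members as printed by the study, the list lower by ontology was at -1.15 (27 genes) and the melanin list in melanocyte-like cells at 0.33, because other genes enter them. Subtraction of free RNA moved the list higher by ontology to 1.62. For all of these values the cause was not tested, unless the setting itself shows it.

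The log2 ratio of shares was -0.37 over RPE-like and other named cells outside the neural retina and -1.47 over RPE-like and neural retina cells, as the denominators themselves differ between the libraries. The first of these denominators left out the unnamed cluster led by collagen genes, which was larger in the control. The log2 ratio of shares was -3.15 among cells with Xist alone and 0.24 (reversed) among cells with Y-linked UMIs alone. The cause was not tested here. With at least 300 UMIs per gene, which lowers the counting part by construction, the SDs were 0.26 (amacrine-like), 0.29 (endothelial-like), 0.18 (mesenchyme or pericyte-like), 0.21 (neurogenic-like), 0.20 (photoreceptor-like) and 0.20 (retinal progenitor-like). Without thinning, S genes were found in 59.7% and 75.4% and G2/M genes in 87.4% and 94.4% of RPE-like cells, since deeper cells show more genes. Integration, all 2000 variable genes, both other resolutions and TMM scaling moved none of the main values they were run for beyond their intervals. The same held for 10 CPM added, which was run for the gene lists only. The depth of melanocyte-like cells (563052 and 329990 UMIs) limits their comparison to abundant genes.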

Other observations

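Tests named here as planned were the free RNA correction, the cell filters, the clustering without the genes of the study's lists, the dissociation list and the Xist level. The split by sex-linked transcripts, the cells over 8000 UMIs, the search for pigment-rich cells outside the pigmented classes, the neural retina RNA test of Tgfb2 and the comparison of the glycolysis list across classes were chosen only after the results were seen.

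The RPE-like share here was 3.90% of 12449 kept control cells and 1.81% of 10797 kept mutant cells. The shares quoted from the study above rest on its own cluster names and on its own cell filter, whose stated limit of 2000 UMIs was not the main one here, so no direction is given.

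Several technical explanations were weighed for the lower level of RPE genes in the mutant. Free RNA in the mutant class would hide a difference or make one, but the list lower by ontology stayed at -1.30 after its subtraction. Sex composition was a candidate because Xist differed by 3.41 over all cells, yet the median of the list was -1.40 or lower among cells of either kind. Shallow control barcodes were a candidate because the control class was less deep. Among cells over 8000 UMIs the list was at -1.26, which argues against them. The melanin genes of melanocyte-like cells, with a median of 0.16, did not share the fall, which argues against a shift of the whole library as the whole cause. A smaller fall was present elsewhere, since the list lower by ontology was at -0.40 in photoreceptor-like and -0.11 in retinal progenitor-like cells. The median of the melanin genes measured was below 0 in all 6 other classes, although 1 of 3 was higher in amacrine-like cells. Whether these falls come from free RNA of RPE cells or from a partial shift was not tested. A difference between genotypes in RPE gene expression stays open beside a partial shift. The pattern was found and examined on the same pair of libraries, from genes chosen on them, and without a replicate the genotype remains bound to the pool.

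For the lower share of RPE-like cells the tables point to the sampling of cells as well. Doublet calling and cell filters are argued against as the whole cause. The planned setting nearest to 0 still gave a log2 ratio of -0.74 with intervals apart. Doublet calling did move the ratio, which was -0.87 without removal. The class then held 590 control and 275 mutant cells, against 486 and 195 with removal. Loss of cells from the class through fallen transcripts was not decided. The ratio of -1.11 had the genes of the study's lists and the markers kept out of the clustering. Putting them back moved nothing, and other fallen genes were left in. Cells rich in pigment transcripts outside the pigmented classes made up 0.161% of thinned control cells (from 0.0954% to 0.254%) and 0.00970% of mutant cells (from 0.000246% to 0.0541%). This argues against pigmented RPE cells placed in other classes, and cells that lost their pigment transcripts stay open. Fewer low-UMI barcodes outside the neural retina in the mutant library may contribute. Among cells over 8000 UMIs the RPE-like ratio was only -0.24, and endothelial-like cells, which do not arise from the eye field, showed the same pattern with -2.44 up to 4000 UMIs and -0.66 over 8000 UMIs. An unequal mix of tissue from the pooled eye cups could also contribute, given the ratio of 0.24 among cells with Y-linked UMIs alone. A loss of RPE cells in the mutant stays open beside these, and the libraries do not separate them. The study also reported more dying RPE cells by staining in mutant embryos, and lower RPE shares in its libraries of earlier ages. Neither was examined here.

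Immediate early and heat shock genes of the dissociation response were higher in mutant RPE-like cells (0.42). A dissociation response of the whole mutant pool would raise them in the other classes too, where the highest median was 0.14. That argues against a response of the whole pool as the source of genes higher in RPE-like cells, and a response of RPE cells alone was not tested. The glycolysis and hypoxia genes (0.52 in RPE-like cells) were different. Their median of 0.54 in retinal progenitor-like cells suggests that this rise is shared with the neural retina and is not specific to RPE-like cells. Whether it comes from the handling of the tissue or from the eye itself was not tested.

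The rise of Tgfb2 in RPE-like cells differed between cells by sex-linked transcripts. It was 2.34 (from 1.59 to 3.37, with 13 and 109 UMIs) among cells with Xist alone and 0.16 (from -0.46 to 0.76) among cells with Y-linked UMIs alone. The difference between them was not tested. Pax6 was at 1.71 (from 1.25 to 2.24) and -0.07 (from -0.45 to 0.30). In the control, Tgfb2 was higher in RPE-like cells with Y-linked UMIs than in those with Xist by 2.04 (from 1.27 to 3.08). RNA from neural retina in these cells would raise progenitor markers by as much, but Sfrp2, Hes5, Rax and Dkk3 together were higher by 0.27 (from 0.11 to 0.43). This argues against it as the whole cause, and the differing eye cups within each pool stay open, as the Xist ratio of 3.41 could reflect.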
